A study of Mus musculus with 6 samples.

How the data were processed

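Poly(A) RNA was sequenced from whole uteri of female mice killed on postnatal day 21, with 3 libraries from floxed controls (f/f) and 3 from Nat10-deleted mice (d/d). Per the labels' protocols, RNA was extracted with TRIzol and libraries were made with the Illumina TruSeq RNA kit. Groups and replicate numbers were read from the sample titles. The labels name neither the Cre driver, the deleted exons nor the cells in which the deletion occurs. They also give no sequencing batch, litter or date.

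Each library has its own deposited table of 20637 genes with an Ensembl identifier, a gene symbol and 1 value per gene. The deposited values are FPKM-type values, that is, read abundance divided by gene length and library depth by the authors. This unit was inferred from the values, since neither the labels nor the file headers name it. The values are not whole numbers, carry 6 significant digits, and sum to between 500764 and 549263 per library. Whether the authors scaled them per mapped fragment (FPKM) or to a fixed total (TPM) could not be settled. The aligner, quantifier, genome build, annotation, gene filter and strandedness are not stated, and for this reason no coordinates are given. Genes that overlap on opposite strands, and genes with near-identical copies such as Gapdh, are uncertain, since the authors' quantification could have split or merged their reads. Gapdh was listed at only 7.24 to 18.1 in these libraries. Of the identifiers, 20558 (99.62%) matched GENCODE release M21 and 79 did not. That annotation was used for GC content, transcript length and gene order.

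Total read counts per library are unknown. The lowest values were used to compare depth between libraries, because a value resting on 1 fragment is larger in a shallower library. For each library, the ratio of its low values to those of floxed control replicate 1 was taken where the product of value and transcript length was under 100 in both, and the most frequent ratio (within a window of 0.01 on the natural log scale) was used. Against a depth of 1 for floxed control replicate 1, the estimates were 0.812 and 0.871 for control replicates 2 and 3, and 0.805, 1.016 and 0.835 for Nat10-deleted replicates 1, 2 and 3. The deepest library was thus 1.262 times as deep as the shallowest. Absolute depth stayed unknown, so no counting intervals are given. No 2 libraries held identical values.

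Values were analysed as log2(value + 1). Genes with a value of at least 1 in at least 3 libraries were tested, which kept 12640. The 2 groups were compared with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with a mean-variance trend) on all 6 libraries with group as the only term. P-values are two-sided and adjusted by Benjamini-Hochberg, and the threshold was an adjusted p of 0.05. Fold changes are on the log2(value + 1) scale, which understates changes of low genes. The design had provided for a count test had the files held counts, and its limma branch was used because they do not. Gene lists were tested with camera (limma, preset inter-gene correlation of 0.01) where at least 5 members were tested. The 16 lists of tissues and pathways formed 1 family, and the lists for carried-over tissue and handling another. A self-contained rotation test (fry) and camera with the correlation estimated from the data were run as alternatives. Single values were compared by exact permutation of the group labels, for which 3 libraries against 3 cannot give a two-sided p below 0.1.

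The lists of tissues, pathways, carried-over tissue and handling were fixed before the data were examined. So were the main tests, most alternatives and the rule for naming genes. The rule names Nat10 first, then called genes with the largest changes whose groups do not overlap, and for each called list the 3 members with the smallest p. Because no gene was called, it gave Nat10 and 21 list members. The alternatives fixed in advance were quantile normalization, median centring, upper-quartile scaling, no low-value filter, a value of at least 1 in every library, no trend, a pseudocount of 0.1, stricter thresholds, the replicate number as a block, and leaving out each library. Alternatives that need counts were not run. Array quality weights, a robust empirical Bayes step and a loess correction of each library for GC content and transcript length (span 0.5; 99.9% of tested genes had both) were added later.

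The fits were tested on simulated data for this comparison, with the control means and fitted spread of the 12640 genes and 200 genes changed in each of 20 simulations. At a change of 1.5 log2 units, 95.6% of the changed genes were called and 6.33% of called genes were false. A list shifted by 0.5 log2 units was called in 20 of 20 simulations, and without a shift the 20 simulations of 16 lists gave 1 called list in all. The simulated genes varied independently of each other, and each gene had the same spread in both groups. In the real data the spread among deleted libraries was 1.73 times that among controls (median over tested genes). Cdkn1a, with a log2 change of 3.11, was not called there (limma adjusted p 0.669). The simulated share is therefore not the power of the real comparison. An absence of called genes does not exclude changes of 1.5 log2 units. Python 3.11.15 with pandas 2.3.3 and numpy 2.4.6 was used to join the files, and matplotlib 3.10.9 to draw them.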

Results

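The transcriptome of the whole uterus was profiled in 3 floxed control and 3 Nat10-deleted mice on postnatal day 21. Nat10 encodes an acetyltransferase that acetylates cytidines in RNA. The comparison asked which genes differ in the uterus when Nat10 has been deleted. Between 15431 and 15680 of the 20637 listed genes had a value above 0 in each library. The 10 most abundant genes made up 7.59% to 9.1% of the summed values. Estimated sequencing depth differed by at most 1.262 times between libraries. The Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty were listed at 0 in all 6 libraries.

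The targeted gene was examined first. Nat10 (ENSMUSG00000027185) had a mean value of 13.2 ± 3.2 FPKM-type units (SD, n = 3) in floxed controls and 5.45 ± 0.184 (SD, n = 3) in Nat10-deleted uteri, or 41.4% of the control mean. The values of the deleted libraries were 5.57, 5.23 and 5.53, and those of the controls were 13.2, 16.4 and 9.95, so the groups did not overlap. The log2 change was -1.11 with a standard error of 0.17. The exact permutation test gave a two-sided p of 0.1, the smallest that 3 libraries against 3 allow. Over all genes tested, the adjusted p from limma was 0.669. Without control replicate 2, which had the highest value, the log2 change was -0.95. Gene-level values do not show whether the remaining reads come from cells without the deletion or from a transcript that lacks the deleted exons.

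Principal component analysis of the 12640 tested genes did not separate the groups along the first component, which held 48.4% of the variance. Nat10-deleted replicate 2 had a score of 40.2 on this component and Nat10-deleted replicates 1 and 3 had scores of -11.3 and -25.1. The control scores, at 4.6, -1.7 and -6.7, lay between them. On the second component (23.3% of the variance), control scores were 19.1, 6.9 and 6.8 and deleted scores were -25.7, -7.6 and 0.6. Pearson correlations between libraries across these genes ranged from 0.939 to 0.986. Each deleted library had a lower mean correlation with the other deleted libraries (0.9668, 0.9468 and 0.9586 for replicates 1, 2 and 3) than with the controls (0.9736, 0.9648 and 0.9781). Each control had a higher mean correlation with the other controls (0.9844 to 0.9858) than with the deleted libraries (0.9694 to 0.9747). The standard deviation among deleted libraries was 1.73 times that among controls (median over tested genes), 1.05 times without Nat10-deleted replicate 2, 1.79 times without replicate 1 and 1.47 times without replicate 3. With equal spread in both groups, the median of this ratio is 1 for 3 libraries against 3 and 0.816 for 2 against 3.

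**Figure D1:**
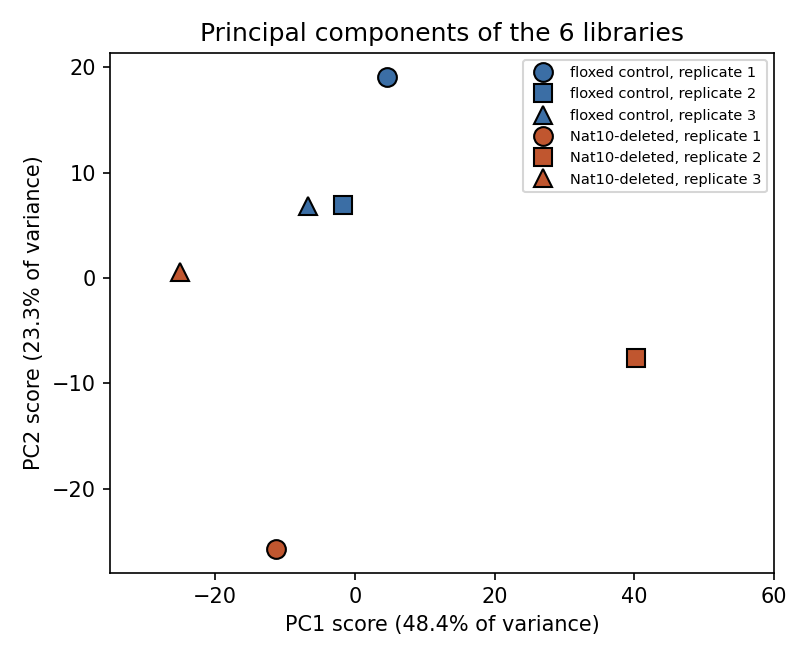
Scores of the 6 libraries on the first and second principal components of log2(value + 1) over 12640 genes, coloured by group and shaped by replicate. Nat10-deleted replicate 2 lies alone at 40.2 on the first component, with the 3 controls between it and the other deleted libraries.

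No gene passed an adjusted p of 0.05 between Nat10-deleted and floxed control uteri in limma, and the smallest adjusted p was 0.669. At an unadjusted p under 0.05 there were 630 genes, of which 339 were higher and 291 lower in deleted uteri, against 632 that chance alone would give. The balance of directions at this level depended on scaling: 259 were higher and 414 lower after quantile normalization, 248 and 376 after median centring, and 243 and 386 after upper-quartile scaling. Groups did not overlap for 1356 genes, or 10.7% of those tested, where chance gives 10%. Of these, 774 were higher and 582 lower. The alternative that moved the count most was array quality weighting, chosen after the data were seen, which called 316 genes. Leaving out Nat10-deleted replicate 2 gave 12 genes, with 1726 at an unadjusted p under 0.05. Leaving out any other single library gave 0, with between 352 (without Nat10-deleted replicate 1) and 1403 (without Nat10-deleted replicate 3) at an unadjusted p under 0.05. Among the 317 tested members of the 16 tissue and pathway lists, 2 genes had a p under 0.05 adjusted over the list alone, against 0 when adjusted over all genes tested. These were Cdkn1a and Pgr, and the smaller of their adjusted values from limma was 0.0252. At an unadjusted p under 0.05 there were 36 list members.

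Of the 16 tissue and pathway lists, 7 were called by camera at an adjusted p of 0.05, 3 higher and 4 lower in deleted uteri. None of the 7 calls held under fry (smallest adjusted p 0.216) or when camera estimated the inter-gene correlation (smallest adjusted p 0.198). At an unadjusted p under 0.05, 2 lists remained in each of these tests, the stroma and p53 target lists.

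The p53 target list had the lowest adjusted p (camera, 3.03e-13). Its 24 tested members had a median log2 change of 0.63, with 23 higher and 1 lower. In 14 of them every deleted library lay above every control. Chance separates the groups, in either direction, for 10% of genes. Its median relative to the control mean was 0.31, 1.25 and 0.33 in Nat10-deleted replicates 1, 2 and 3, and between -0.03 and 0.04 in controls. Without Nat10-deleted replicate 2 the median change was 0.31 and the list was still called by camera (adjusted p 8.36e-07).

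The members with the smallest p were Cdkn1a, Mdm2 and Polk. Cdkn1a (ENSMUSG00000023067) had a mean of 5.73 ± 1.83 (SD, n = 3) in controls and 64.4 ± 44.9 (SD, n = 3) in deleted uteri, with deleted values of 33.9, 116 and 43.4 and a highest control value of 7.23. Its log2 change was 3.11 (SE 0.44; limma adjusted p 0.669), and 2.59 without Nat10-deleted replicate 2, where the limma adjusted p was 0.0271 (range over all settings 0.0271 to 1). Mdm2 (ENSMUSG00000020184) was 17.6 ± 1.75 in controls and 27.1 ± 3.53 in deleted uteri (SD, n = 3), a log2 change of 0.59. Polk (ENSMUSG00000021668) was 5.38 ± 0.392 in controls and 7.77 ± 0.871 in deleted uteri (SD, n = 3), a log2 change of 0.45. Neither Mdm2 nor Polk passed the threshold over all genes (limma adjusted p 0.85 and 0.922).

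**Figure D2:**
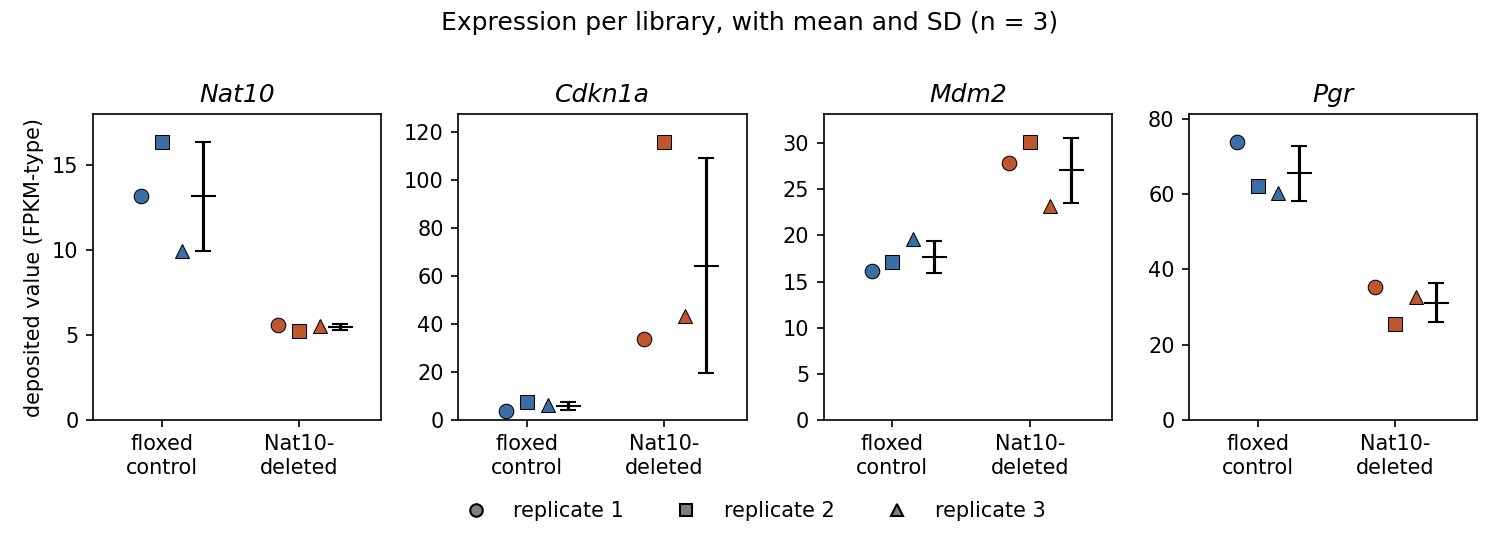
FPKM-type values of Nat10, Cdkn1a, Mdm2 and Pgr in each library, with the mean and SD of each group (n = 3) beside the points on linear axes that start at 0. The groups do not overlap for any of the 4 genes, and Cdkn1a in Nat10-deleted replicate 2 (116) lies far above the other deleted libraries.

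Pgr (ENSMUSG00000031870), the progesterone receptor gene, is described here after its values were seen. It had a mean of 65.5 ± 7.31 (SD, n = 3) in controls and 31.1 ± 5.14 (SD, n = 3) in deleted uteri, or 47.5% of control, with no overlap between groups. The log2 change was -1.06 (SE 0.15; limma adjusted p 0.669). The oestrogen and progesterone receptor list to which it belongs was not called (camera adjusted p 0.229; median change 0.04 over 15 genes). Esr1 had a mean of 116 ± 27.6 in controls and 103 ± 2.6 in deleted uteri (SD, n = 3), a difference smaller than the spread among controls.

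The interferon response list was called as higher (camera adjusted p 4.42e-07; median log2 change 0.92), and 20 of its 20 tested members were higher on average. In none of them did the groups separate. The list median relative to the control mean was -1, 0.01 and 1.02 in the controls and 1.77, 0.8 and 0.08 in the deleted libraries, so that 2 of the 3 deleted libraries lay inside the control range. Irf7, the member with the smallest p, was 47.3 ± 36.7 in controls and 112 ± 69.8 in deleted uteri (SD, n = 3; log2 change 1.42). Dhx58 (log2 change 0.95) and Xaf1 (0.69) followed. Without control replicate 1 the changes of Irf7, Dhx58 and Xaf1 were 0.71, 0.54 and 0.39. Without Nat10-deleted replicate 1 they were 0.95, 0.62 and 0.38, and without control replicate 3 they were 2.03, 1.38 and 0.94. The list median moved in the same way. Leaving out Nat10-deleted replicate 1 lowered the median change to 0.46, and leaving out control replicate 1 lowered it to 0.39. Leaving out control replicate 3 raised it to 1.41.

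The extracellular matrix list was called as lower (camera adjusted p 2.05e-09; median log2 change -0.34; 20 of 21 members lower). Its median was -0.55 and -0.53 in Nat10-deleted replicates 1 and 3 but 0.07 in replicate 2, which equalled the highest control. The median change was -0.55 without Nat10-deleted replicate 2, -0.22 without replicate 1, and -0.19 after correction for GC content and length. Eln was 70 ± 8.2 in controls and 46.9 ± 9.38 in deleted uteri (SD, n = 3; log2 change -0.58), without overlap. Bgn (log2 change -0.39) was also lower without overlap. Fn1 (log2 change -0.83) was lower in Nat10-deleted replicates 1 and 3, while replicate 2, at 160.8, lay within the control range of 139.2 to 190.9.

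The stroma list was lower (camera adjusted p 3.81e-05; median log2 change -0.22; 15 of 15 members lower). Its median was -0.35, -0.21 and -0.01 in Nat10-deleted replicates 1, 2 and 3. The value of replicate 3 lay inside the control range of -0.11 to 0.06. The named members of the list were Mfap5 (log2 change -0.47), Wnt5a (-0.45) and Pdgfra (-0.46). The groups overlapped for Pdgfra, whose change was -0.21 without Nat10-deleted replicate 2 and -0.68 without replicate 3. The endothelium list was lower (camera adjusted p 4.31e-05; median -0.17; 11 of 12 members lower). Kdr was 27.6 ± 0.413 in controls and 19.6 ± 1.04 in deleted uteri (SD, n = 3; log2 change -0.47), followed by Tie1 (-0.39) and Flt1 (-0.25). The groups overlapped for Tie1 but not for Kdr or Flt1. The endothelium median was -0.28 and -0.22 in Nat10-deleted replicates 1 and 2. In replicate 3 it was -0.07, which equalled the lowest control. Without Nat10-deleted replicate 3 the median change of the endothelium list was -0.28. The mesothelium list was lower (camera adjusted p 0.0232; median -0.26; 4 of 7 members lower and 3 higher). Its named members were Lrrn4 (-0.70), Msln (-0.51) and Upk3b (-0.31), and the groups overlapped for Upk3b. The list median in Nat10-deleted replicates 1 (-0.16) and 3 (-0.06) lay inside the control range of -0.21 to 0.17. In replicate 2 it was -0.31, below that range. The epithelium list was higher (camera adjusted p 0.0295; median 0.09; 14 of 20 members higher and 6 lower), with Cldn7 (0.49), Prom1 (0.36) and Wnt7a (0.66). The list median in Nat10-deleted replicates 1 (0.05) and 2 (0) lay inside the control range of -0.06 to 0.06. In replicate 3 it was 0.26, above that range. Without Nat10-deleted replicate 2 the mesothelium median was -0.08 (camera adjusted p 0.24), and the call was also lost without control replicate 2, control replicate 3 or Nat10-deleted replicate 3. The epithelium median was 0.21 without Nat10-deleted replicate 2 and 0.06 without Nat10-deleted replicate 3 (camera adjusted p 0.605), and the call was also lost without control replicate 1 or control replicate 2. The epithelium call was also lost with the replicate number as a block (adjusted p 0.058). With array quality weights both were lost (camera adjusted p 0.703 for mesothelium and 0.0833 for epithelium).

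The proliferation list was not called (camera adjusted p 0.391; median log2 change -0.07 over 24 genes), but its spread among deleted libraries exceeded that among controls. Relative to the control mean, the list median was 0.53, -0.74 and 0.06 in the controls and -0.89, 1.74 and -1.23 in Nat10-deleted replicates 1, 2 and 3. All 24 members were highest in Nat10-deleted replicate 2, and 19 of them were below every control in both replicates 1 and 3. Mki67 had values of 2.3, 24 and 1.28 in these libraries, against 10.7, 2.47 and 7.57 in controls. Without Nat10-deleted replicate 2 the list median was -0.97 (camera adjusted p 7.9e-16), and without replicate 3 it was 0.46 (adjusted p 0.15). It was also called as lower without control replicate 2 (median -0.37; adjusted p 0.0321). The median was above 0 without control replicate 1 (0.12) or Nat10-deleted replicate 1 (0.28), and neither was called.

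The ribosome biogenesis list had a median log2 change of 0.05 over 42 genes (camera adjusted p 0.565), and the cytosolic ribosomal protein list 0.06 over 50 genes (adjusted p 0.112). The integrated stress response list (median 0.16; adjusted p 0.136), the smooth muscle list (-0.01; 0.189), the Wnt pathway list (0.01; 0.35), the uterine gland list (0.06; 0.891) and the macrophage and leukocyte list (0.08; 0.672) were not called either. Some of these lists were called by camera when 1 library was left out. The cytosolic ribosomal protein list was called as higher without control replicate 1 (median 0.09; adjusted p 0.0298) or Nat10-deleted replicate 2 (0.11; 0.00351), and with array quality weights (0.15; 0.00322). The ribosome biogenesis list was called as higher without control replicate 2 (0.14; 6.58e-05). The smooth muscle list was called as lower without control replicate 3 (-0.06; 0.0476) or Nat10-deleted replicate 1 (-0.12; 0.00832). The leukocyte list was called as higher without control replicate 3 (0.25; 0.00459), and the integrated stress response list without Nat10-deleted replicate 1 (0.16; 0.0421).

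**Figure D3:**
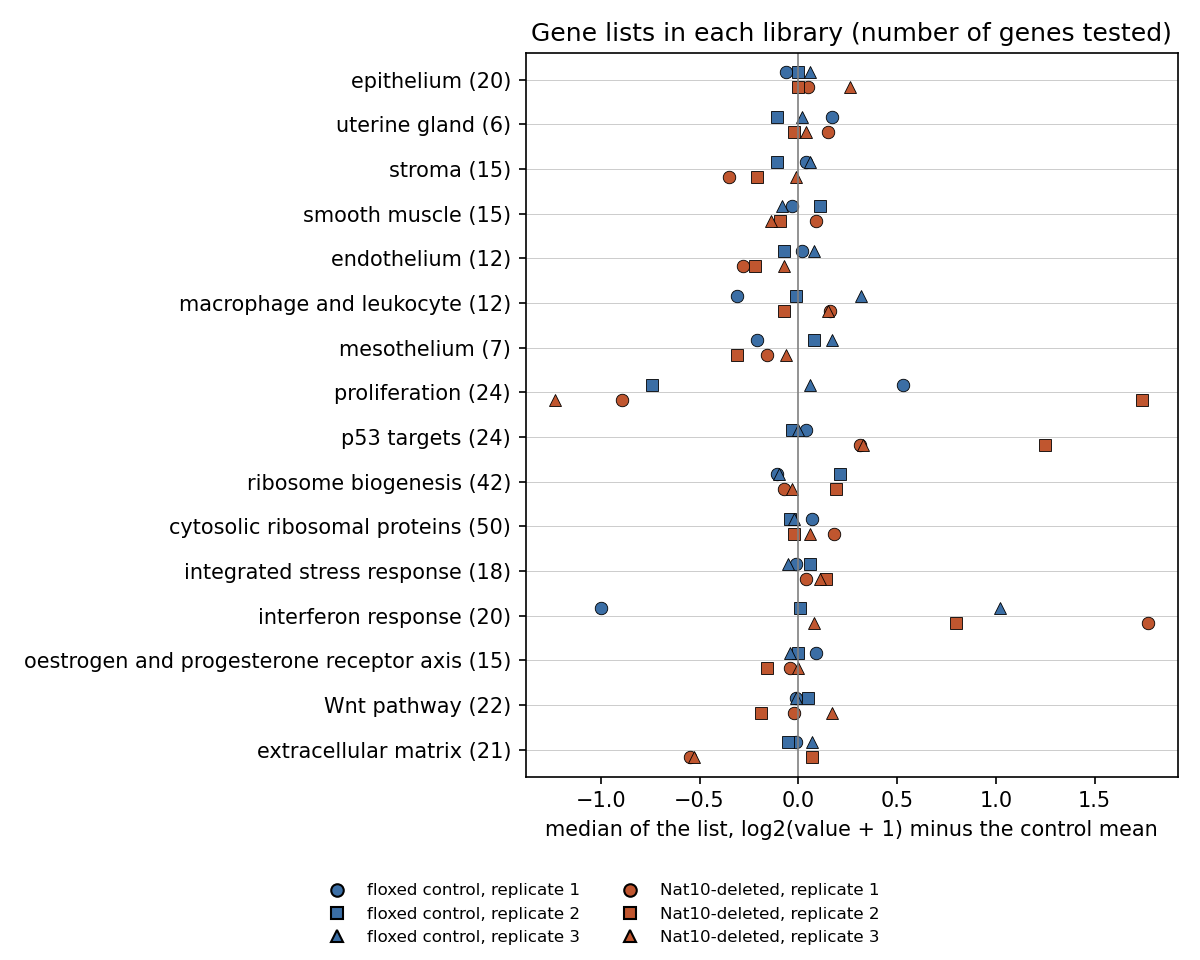
Median of each gene list in each library, as log2(value + 1) minus the mean of the 3 controls; blue symbols are controls, orange symbols Nat10-deleted libraries, and the number of tested genes is in parentheses. Nat10-deleted replicate 2 lies at 1.74 for proliferation and 1.25 for p53 targets, and the interferon list spans -1 to 1.02 among controls.

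Lists for carried-over tissue and handling were tested as a separate family of 4, and 3 were called by camera. The blood list was lower (median log2 change -0.98; adjusted p 0.00147), the immediate early gene list higher (0.25; 0.0111) and the ovary list lower (-0.12; 0.033). The skeletal muscle list was not called (0.03; 0.577). None of these calls held under fry or with an estimated correlation, and at an unadjusted p under 0.05 both tests gave 0 lists. The blood list median ranged from -1.43 to 1.25 among controls, and only Nat10-deleted replicate 1 (-1.63) lay outside this range. The blood change was -0.47 without control replicate 1 and -1.68 without control replicate 3. The immediate early call was lost without Nat10-deleted replicate 3 (median 0.04; adjusted p 0.98), and the ovary call without Nat10-deleted replicate 2 (median -0.01; adjusted p 0.535). With array quality weights the ovary and immediate early calls were also lost (camera adjusted p 0.44 and 0.0547). The ovary call was lost as well after the correction for GC content and length (adjusted p 0.07) and with the replicate number as a block (0.067). The ovary change was -0.07 without control replicate 2, -0.2 without control replicate 3, -0.22 without Nat10-deleted replicate 1 and -0.26 without Nat10-deleted replicate 3. The fat and oviduct lists had 3 tested members each, too few for the test, with median changes of -0.15 and -0.04. Summed over the listed members of each list, values for blood were 5582, 2629 and 852 in controls and 709, 1723 and 1111 in Nat10-deleted replicates 1, 2 and 3. The summed fat values were 92.4, 7.98 and 15.9 in controls and 28.7, 14.4 and 10.3 in deleted libraries. The summed ovary values were 42.9 to 46 in controls and 29 to 41.5 in deleted libraries, those of oviduct and ciliated cells 17.8 to 20.1 and 13.3 to 22.1, those of skeletal muscle 89.2 to 109 and 90.6 to 125, and those of immediate early genes 220.2 to 228 and 197 to 322.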

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

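Array quality weights, the robust empirical Bayes step and the correction for GC content and length were chosen after the data were seen, and the other settings before.

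Alternatives that need counts were not run, because the values are length-normalized. No gene passed an adjusted p of 0.05 under any of the 10 settings fixed in advance other than leaving out a library, nor with the robust step or the GC content and length correction. At an unadjusted p under 0.05, these settings gave between 563 and 886 genes. The stricter thresholds among the 10 could give only 0, because no gene had passed the main threshold. With array quality weights, 316 genes passed (147 higher, 169 lower) and 3730 had an unadjusted p under 0.05. The weights ranged from 3.74 for Nat10-deleted replicate 1 to 0.22 for Nat10-deleted replicate 2, so that this fit rests mostly on 1 deleted library. Across the 6 fits that each left out 1 library, the count ranged from 0 to 12 genes, and from 352 to 1726 at an unadjusted p under 0.05. The 12 genes came from the fit without Nat10-deleted replicate 2, and 11 of them were also called with the weights. The cause was not tested. Scaling moved the median change of all genes by -0.028 to -0.033 log2 units.

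Nat10 was lower in deleted uteri under all 17 other settings that gave it a value, with log2 changes between -1.28 and -0.95 and limma adjusted p between 0.0386 and 1. It passed the threshold only with array quality weights (-1.09; adjusted p 0.0386). Cdkn1a was higher throughout, from 2.59 to 3.46, with adjusted p between 0.0271 and 1. Over the 21 other named genes and all settings, 11 of 357 values newly passed the threshold, 10 with array quality weights and 1 without Nat10-deleted replicate 2, and 0 changed direction. Settings that alter only the filter on low values, the trend, the robust step or the block leave the log2 change of a gene as it was. Direction could therefore change only under the other settings.

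The number of called lists fell from 7 to 0 with fry and to 0 with an estimated correlation. The same tests lowered the carry-over and handling lists from 3 to 0. The cause was not tested, and fry tests another hypothesis than camera, without comparing a list with other genes. Across the fits that left out 1 library, camera called 5 to 9 tissue and pathway lists and 2 to 3 carry-over and handling lists. Array quality weights left 1 carry-over list called, and the GC content and length correction left 2, with ovary lost (adjusted p 0.07). The stroma, endothelium, p53 target, interferon and extracellular matrix lists stayed called by camera in all 6 of these fits, and 2 lists, epithelium and mesothelium, did not. The proliferation list changed direction among these fits, from -0.97 without Nat10-deleted replicate 2 to 0.46 without Nat10-deleted replicate 3. It was called as lower only without Nat10-deleted replicate 2, without control replicate 2 and with array quality weights (median -0.81).

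The groups share replicate numbers, but the values gave no clear sign that the numbers pair the libraries. The deviations of same-numbered libraries from their group means had correlations of -0.34, -0.03 and 0.1. Differently numbered libraries were not compared in this way, and the labels give no litter or date, so a pairing is not excluded. With the replicate number as a block, 0 genes passed and 726 had an unadjusted p under 0.05, and 6 tissue and pathway lists were called in place of 7, with epithelium lost. Of the carry-over and handling lists, 2 were called in place of 3, with ovary lost (adjusted p 0.067).

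Depth is known only relative to the first control, and it differed by at most 1.262 times, so it cannot account for differences of the size seen in Cdkn1a or the proliferation list. The steps of low values limit what can be said of genes with values near 1 in these libraries.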

Other observations

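The following tests were chosen after the results they bear on had been seen. They concern a mislabelled library, ovary tissue, leukocyte content, loss of stromal and muscle cells, and a disrupted copy of Pgr. They also concern the proliferation covariate, the interferon list in other splits and the list of glucocorticoid-responsive genes. The test of the p53 target list without its cell-cycle members was not among the alternatives fixed in advance.

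The grouping by genotype did not give an unusual number of differences. Among the 10 splits of the 6 libraries into 3 and 3, 5, the real one included, gave at least as many genes at an unadjusted p under 0.05 as the real split (630), the others ranging from 71 to 1386. For called lists, 2 of the 10 splits, the real one included, gave as many as the real 7, and each of the other splits gave between 3 and 7. For the size of the p53 target change, the real split alone (1 of 10) reached 0.63, and the next split reached 0.43. For the size of the interferon change, 4 of the 10 splits, the real one included, reached 0.92, and another split reached 1.45. With 10 splits the share cannot fall below 0.1, so none of these counts can exclude chance. The same limit holds for the next counts. Without that library, 1 of the 10 splits of the remaining 5 gave as many as 12 genes, the real one, and another split gave at most 1. With array quality weights, 1 of the 10 splits gave 316 genes, again the real one, against at most 3 in another split. The contrast was smaller at an unadjusted p under 0.05. There the weights gave 3730 genes for the real split and between 426 and 3113 for the others. In 4 of the 9 other splits the weights did not reach their convergence tolerance.

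An unexpected feature of the data is that, on the proliferation list, Nat10-deleted replicate 2 and Nat10-deleted replicates 1 and 3 departed from the controls in opposite directions. The proliferation list lay 2.79 log2 units higher in replicate 2 than in the mean of the others, against a range of 1.27 among controls. The 12 genes called without replicate 2 were Prap1, Hsd11b1, Cirbp and Cdkn1a, which were higher, and Col1a1, Col6a2, Col15a1, Pcolce, Igfbp5, Sdf2l1, Padi1 and Ppp2r2c, which were lower. They are named after their values were seen. Because they were selected by leaving out replicate 2, their values in that library are no evidence on how it differs. Several technical explanations were tested. Correction for GC content and transcript length left a gap of 2.72 log2 units. The median of all tested genes in replicate 2 was shifted by 0.027 log2 units, which argues against a scaling difference left in the deposited values. The authors had already divided the values by library depth, so this shift cannot show how the library differed before that step. Nat10 in replicate 2 was 5.23, below every control, which argues against a library without the deletion. Cdkn1a was also highest there. The ovary list stood at -0.34 log2 units against the control mean in replicate 2, lower than in the 5 other libraries, which argues against ovary tissue as the source of its high proliferation list. Of the 10 genes of that list, 5 passed the filter on low values, and whether the uterus itself expresses them was not tested.

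A candidate explanation for the opposite departures is a difference in the state of the animals, such as growth or stress. A list of 12 glucocorticoid-responsive genes, which left out members already seen to differ, had a median of -0.48 in Nat10-deleted replicate 2, 0.12 in replicate 1 and 0.66 in replicate 3, against -0.11 to 0.06 in controls. The order is the one predicted, and 9 of the 12 genes in replicate 2 were below every control. However, 5.96% of 10000 random lists matched on expression gave the same order, and only 3 of the 12 genes were above every control in both replicates 1 and 3. The explanation therefore stays open, as do differences in age within the day or nutrition, which were not tested. Nat10 itself differed little among the deleted libraries, at 5.57, 5.23 and 5.53 in replicates 1, 2 and 3, so its level in the whole tissue does not set replicate 2 apart. The number of genes that pass may also be held down by this variation. With the mean of the proliferation genes as a covariate, 0 of 12616 genes passed an adjusted p of 0.05, and 1158 had an unadjusted p under 0.05. Of 100 shuffled orders of the covariate, 10 gave as many at that level, so the test leaves the question open.

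The rise of p53 targets is a hypothesis for an effect of the deletion. The list contains Gtse1, Ckap2 and Psrc1, which follow the cell cycle and were high in Nat10-deleted replicate 2. Without these 3 genes and without that library, the list was still called by camera (adjusted p 2.72e-09), with a median change of 0.37 log2 units. With all libraries, 14 of the remaining 21 genes were higher in every deleted library than in every control, and the medians were 0.32, 1.12 and 0.38 in replicates 1, 2 and 3. After correction for GC content and length, camera gave an adjusted p of 4.15e-13. These tests argue against both as the whole cause. The camera preset treats members as nearly independent, and fry without the 3 genes gave an unadjusted p of 0.0192 (limma). In Nat10-deleted replicate 2 the highest Cdkn1a value (116) coincided with the highest proliferation list, although the product of Cdkn1a is a cell-cycle inhibitor. Whether both arise in the same cells cannot be read from whole tissue.

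Pgr was lower in 3 of 3 deleted libraries, at 0.54, 0.388 and 0.499 of the control mean (0.475 on average). The stroma list fell by 0.22 log2 units and the smooth muscle list by 0.01, much less than Pgr, and the value of -0.22 argues against fewer stromal and smooth muscle cells as the whole cause. The labels do not name the allele that drives the deletion. If Cre had been inserted at Pgr so that 1 copy is disrupted, a value near 0.5 of control would be predicted without any action of Nat10. The ratio of 0.475 is compatible with this and with a lower expression caused by the deletion, and these cannot be told apart because driver and deletion would occur in the same mice. Of the 10 tested genes on each side of Pgr, 5 of 20 had groups that did not overlap (one-sided binomial p 0.0558 against the share of all genes), all 5 higher in deleted uteri: Cep126, Jrkl, Ccdc82, Cep57 and Endod1. A flanking segment from another mouse strain may contribute to this, but neighbouring genes are not independent and the test does not settle it. Around Nat10, 3 of 20 neighbours (Cat, Tcp11l1 and Prrg4) had groups that did not overlap (p 0.365), which leaves the same question open there.

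Interferon-response genes varied among animals of both genotypes. Isg15 was 25.8, 73.5 and 147 in controls and 287, 172 and 71 in deleted libraries. More leukocytes in Nat10-deleted replicate 1 is a possible explanation for its high level, and it stays open. The leukocyte list was 0.16 log2 units above the control mean there, inside the control range of -0.31 to 0.32. However, 5 of its 12 members, Cd74 (188), C1qa (50.7) and Ptprc (5.68) among them, were above every control in that library. Differences between animals in infection or housing were not tested.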
